A study of Homo sapiens with 7 samples. Its data were reported in "MEG3-derived miR-493-5p overcomes the oncogenic feature of IGF2-miR-483 loss of imprinting in hepatic cancer cells" (2019).

How the data were processed

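Total RNA from HepG2 cells was labelled with 1 dye and hybridized to an Agilent human miRNA microarray, with 1 array for untreated cells (day 0) and 1 for each of days 2, 4, 6, 8, 10 and 12 of 5-AZA at 2.5 µM. Samples were grouped by the day and treatment in their labels. Per the file headers, the deposited intensity values were background-subtracted total signals from Agilent Feature Extraction 10.7.3.1, without any scaling between arrays. The authors also deposited a matrix of log2 values, which were the binary logarithm of the same total signals with no scaling or centring. Both were compared on every miRNA and array. A miRNA that the software did not detect holds a placeholder signal of 0.1. The total signal of a detected miRNA was checked to be the sum over its probes whose signal exceeded 3 times their error, within 1%.

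Each array held 2006 human miRNAs on 4774 probes, with 1 to 4 probes and 30 spots per miRNA. Probes of other kinds were left out. Probe positions on GRCh37 were taken from the files, and miRNAs whose probes map to several loci were given no position. Near-identical miRNAs of a family can hybridize to the same probe, so values of such members are not fully separate. All 7 arrays lay on 1 slide, days 0 to 4 in row 1 and days 6 to 12 in row 2. Within each row the slide column rose with day. The spot area used by the software was the default of 0.6 on 6 arrays and a measured 0.829 on day 12, which multiplied the total signals of day 12 by 1.38. Scaling removes this factor.

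Signals were scaled so that every array had the same 75th percentile (167) over the 242 miRNAs detected on all arrays. Scale factors ran from 0.595 on day 12 to 1.68 on day 0. A miRNA was silent on a day when the software did not call it detected. A gain of detection was sized as the scaled day 12 signal over the larger of the lowest scaled signal of a detected miRNA on day 0 and the summed day 0 signal of the miRNA's own probes, and a loss was sized in the same way against day 12. These folds are lower bounds ("at least") on the measured signals, except that a bound under 1 gives no fold. The limit is the lowest detected signal of the whole array, so a miRNA's own detection limit can lie higher. A fold against that own limit can be smaller. For miRNAs detected on both days, log2 ratios carry the scaled technical errors of both arrays, whose median was 0.18.

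For the trend test, miRNAs detected on at least 3 arrays (347) were set to a floor of 2.74 units, the highest over arrays of the lowest scaled detected signal, and log2 transformed. limma 3.58.1 (R 4.3.3) fitted a linear slope per day with moderated variances trended on signal (5 residual degrees of freedom) and Benjamini-Hochberg adjustment at 0.05. The floor stands in for missing signal, so slopes of miRNAs not detected on some days depend on it. Their size is understated where the missing signal lay under the floor and overstated where it lay above. Fixed lists with at least 3 tested members were tested with fry and camera (preset correlation 0.01, and an estimated correlation as a check), adjusted over the lists. fry tests whether members move, on balance, 1 way, and camera compares them with the other tested miRNAs. The gained count of each list was set beside 10000 random lists of silent miRNAs, as a description of these arrays. The number of detected miRNAs was related to day with exact permutation tests. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

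The groups, tests, 18 lists, main alternatives and the rule for naming miRNAs were fixed before the data were examined. The rule names the 15 gained miRNAs with the highest day 12 signal, the 8 lost miRNAs with the largest bounds, the 8 largest decreases and 8 largest increases among miRNAs detected on both days, and the 10 rising and 10 falling miRNAs of smallest adjusted p. It also names up to 4 members of each list with the highest mean signal and 12 miRNAs that the study discusses. The lists were the DLK1-MEG3, C19MC, miR-371-373, miR-302 and miR-367, Xq27.3 and Xq28 clusters, other imprinted loci, the liver-enriched, let-7, miR-17-92, miR-200, p53-regulated, hypoxia and stress, and methylation-silenced miRNAs, and the blood-cell, stromal and endothelial, neural and muscle miRNAs. Some lists share members, such as 4 miRNAs held by both the liver-enriched and the p53-regulated list.

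The alternatives were a limit of 3 times the error on the total signal (already met by every detected miRNA), detection sustained on day 10, a 2-fold bound, the deposited log2 matrix, no scaling, the 75th percentile over all miRNAs, quantile normalization, normexp background correction with an offset of 50, a 1.8-fold threshold, other filters and floors, the square root of day, Spearman's rho with day, treated against untreated, and leaving out each array in turn. Slide row as a block, each slide row alone, scaling to the control probes, sums over all probes and dimming of day 12 were added after the data had been seen. For the lists, normexp, the 75th percentile over all miRNAs, detection on all arrays, the floors, the square root of day and treated against untreated were also added then. Slide as a block could not be run, since there was 1 slide.

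The trend test was tested on simulated data of the same size. It recovered 7 of 40 miRNAs with a slope of 0.03 log2 units per day, 26 of 40 with 0.06 and 32 of 40 with 0.12, and called 4 of 227 without a slope. The simulated noise was normal, had the residual spread of the real data and was independent between miRNAs and arrays. No floor, undetected values or shared array error was simulated, so these rates may not hold for the real arrays.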

Results

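HepG2 cells, an established human hepatocellular carcinoma line, were exposed to the DNA-demethylating cytidine analog 5-azacytidine (5-AZA, 2.5 µM) to ask which silenced miRNAs are re-expressed when methylation marks are removed. Total RNA was profiled on 1-colour human miRNA microarrays in untreated cells (day 0) and after 2, 4, 6, 8, 10 and 12 days of 5-AZA. Each time point had 1 array, so no value has a replicate. Errors printed with signals and log2 ratios are technical errors from the scanner software, and errors printed with slopes are standard errors. The p-values of the trend test describe the scatter of this single time course about a straight line. Nothing in the labels says that the time points came from separate cultures, and the number of arrays limits the precision of each statement.

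Each array measured 2006 human miRNAs. The number detected was 262 on day 0 (13.1%), 274 on day 2, 303 on day 4, 341 on day 6, 336 on day 8, 347 on day 10 and 369 on day 12. The summed signal was 139457 on day 0 and 231367 on day 12 (167445 at the spot area that the software used for the other arrays), and the single entry miR-4454 took between 51.8% and 64.7% of it. Signals were scaled to the 75th percentile of the 242 miRNAs detected on every array. After this scaling, the median log2 difference of those miRNAs between day 12 and day 0 was -0.44. The same median was 1.06 without scaling (which keeps the factor of 1.38 in spot area on day 12), 0.39 with scaling to 6 bright control probes, -0.23 after quantile normalization and -0.55 with normexp background correction. Directions below are therefore relative to the 75th percentile.

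The number of detected miRNAs went up with day (Pearson r = 0.965, two-sided exact permutation p = 0.000794, Spearman rho = 0.964, exact permutation p = 0.00278, n = 7). Without days 0 and 12, r was 0.915 (exact permutation p = 0.0333) and rho was 0.9 (exact permutation p = 0.0833, n = 5). Days 0, 2 and 4 lay in row 1 of the slide and days 6 to 12 in row 2, and with 3 and 4 arrays no correlation was computed within the rows. In row 2 the number was lower on day 8 than on day 6.

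**Figure D1:**
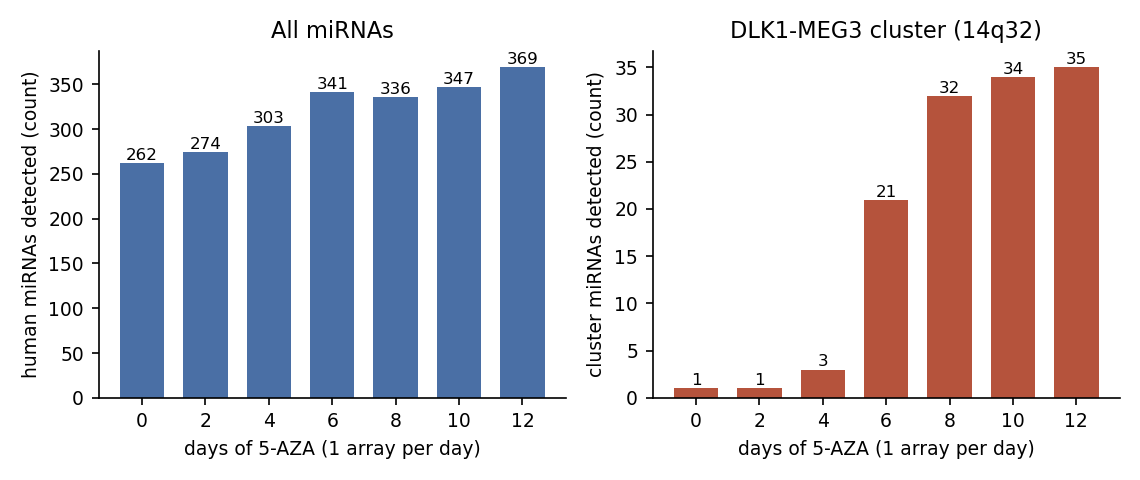
Bars give the number of human miRNAs detected on each array (left, of 2006) and the number of DLK1-MEG3 cluster miRNAs detected (right, of 79) against days of 5-AZA, with 1 array per day. All miRNAs went from 262 to 369, and the cluster from 3 on day 4 to 21 on day 6 and 35 on day 12.

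The first comparison asked which miRNAs without a signal in untreated HepG2 cells had one after 12 days of 5-AZA. Of 1744 miRNAs not detected on day 0, 122 were detected on day 12, whereas 15 miRNAs went the other way. The brightest gained miRNA was miR-122-5p, the abundant miRNA of normal hepatocytes. It was first detected on day 4, at 46.8 ± 3.78 signal units, and reached 305 ± 21.7 on day 6. On day 12 it was at 1779 ± 127, at least 649.8-fold above the day 0 limit of the array. The other strand, miR-122-3p, was first detected on day 6 and was at least 38.4-fold higher on day 12. Of the 15 gained miRNAs with the highest day 12 signal, 5 came from the DLK1-MEG3 cluster, namely miR-376c-3p, miR-376a-3p, miR-127-3p, miR-377-3p and miR-136-5p. The next 2 in rank, also from the cluster, were miR-493-5p (31.6 ± 2.84 units) and miR-381-3p (31.3 ± 2.64, named after its value was seen), whose distance to miR-663a (32.1 ± 2.64), the last of the 15, was within these errors. The remaining ones of the 15 were miR-4417 (at least 26.8-fold higher on day 12), miR-130a-3p (at least 13.6-fold), miR-3940-5p (at least 12.8-fold), miR-663a (at least 11.7-fold), miR-4739 (at least 10.9-fold), miR-3663-3p (at least 7.39-fold), miR-6126 (at least 5.96-fold) and miR-1229-5p (at least 3.90-fold). Except for miR-130a-3p (probe GC content 37.9%), these have GC-rich probes, from 72.1% (miR-1229-5p) to 95.5% (miR-3663-3p). A rise with probe GC content is described below for miRNAs detected on every array. Its part in these gains was not tested.

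The gained miRNAs appeared throughout the time course. Of the 122, 17 were first detected on day 2, 24 on day 4, 40 on day 6, 13 on day 8, 16 on day 10 and 12 on day 12. By the bound against the day 0 limit, 65 were at least 2-fold higher on day 12 and 14 at least 10-fold higher, and the median bound was 2.26-fold. Most were dim, with a median day 12 signal of 8.04 units against 50.8 units for miRNAs detected on both days. Day 12 was also the brightest array. Its probe signals were dimmed by a factor of 2.82, to the day 0 75th percentile of miRNAs detected on every array. Then 61 of the 122 stayed over the detection limit, and the number of lost miRNAs was 49 in place of 15. The control probes differed by less than this factor (geometric mean 8986 on day 0 and 14280 on day 12). Both differences hold the factor of 1.38 in spot area on day 12. At the spot area of the other arrays, the summed signal was 139457 on day 0 and 167445 on day 12.

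The DLK1-MEG3 cluster at 14q32 is an imprinted locus whose miRNAs are processed from maternally expressed non-coding transcripts. Its list held 79 mature miRNAs, of which 71 have probes at 1 locus each, on chromosome 14 between positions 101318753 and 101533123 (GRCh37). miR-494 was the sole member detected on day 0. Of the 78 silent members, 34 were detected on day 12, more than in any of 10000 random lists of as many silent miRNAs, whose highest count was 15. The number of detected members was 1 on days 0 and 2, 3 on day 4, 21 on day 6, 32 on day 8, 34 on day 10 and 35 on day 12. The day 4 arrivals were miR-134 and miR-1185-1-3p, named here after their values were seen. The summed signal of all members except miR-494 was 15.4 units on day 4, 237 on day 6, 553 on day 8, 693 on day 10 and 716 on day 12.

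miR-376c-3p (chromosome 14, 101506071 to 101506089) was the brightest re-expressed member, not detected up to day 4. It was at 34.4 ± 2.87 units on day 6 and 118 ± 8.59 on day 12, at least 43.1-fold above the day 0 limit of the array. miR-376a-3p reached 100.3 ± 8.00 (at least 36.6-fold), miR-127-3p 44.3 ± 3.61 (at least 16.2-fold), miR-377-3p 37.8 ± 3.30 (at least 13.8-fold) and miR-136-5p 33.4 ± 2.76 (at least 9.90-fold). miR-493-5p was not detected up to day 4 and was at 14.6 ± 1.84 on day 6 and 34.2 ± 3.11 on day 10. It was at 31.6 ± 2.84 on day 12, at least 11.5-fold above the day 0 limit of the array. Its other strand, miR-493-3p, was not detected on any array, whereas the study described its re-expression by RT-qPCR in HepG2 cells after 5-AZA. miR-494 had 299.6 ± 23.0 units on day 0, 432 ± 32.6 on day 6 and 265 on day 12.

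**Figure D2:**
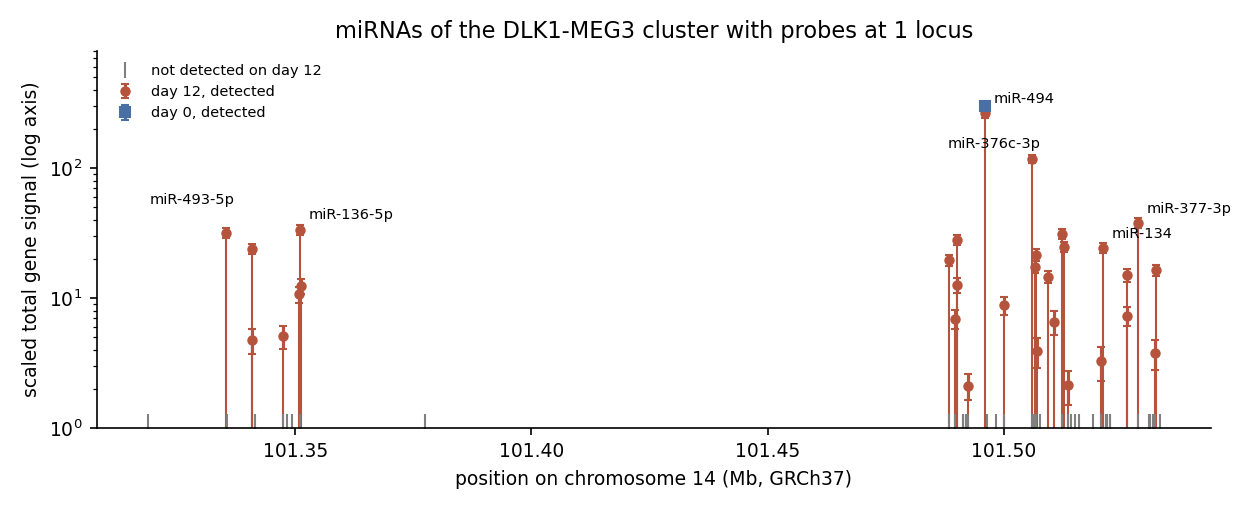
Map of the DLK1-MEG3 cluster miRNAs whose probes map to 1 locus, with position on chromosome 14 (Mb, GRCh37) on the x axis and scaled total gene signal on a logarithmic y axis. Circles are day 12 signals, the square is the day 0 signal of miR-494 (299.6 units), bars are technical errors and grey ticks are miRNAs not detected on day 12.

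In the trend test, 29 of 31 tested cluster members rose, with the same count adjusted over the list alone. The other members were miR-494 (slope -0.037 log2 units per day, adjusted p = 0.212) and miR-758-3p (0.026, adjusted p = 0.355). The list as a whole rose (mean slope 0.25, fry adjusted p = 0.0034, camera adjusted p = 4.57e-08, adjusted p = 0.354 with an estimated correlation). Without the 6 members that the study had singled out on these arrays, 23 of 25 rose (mean slope 0.21). The list was chosen by the study on these samples, so its count is not independent evidence of its direction. The fry call ended with normexp (adjusted p = 0.961), for treated against untreated (0.623), with row as a block (0.145) and within row 2 (0.136), with its direction turned under normexp. In these settings the camera adjusted p was 0.000952, 0.00403, 2.59e-06 and 2.8e-05, and with an estimated correlation the adjusted p was 0.64, 0.939, 0.485 and 0.584. The mean slope was 0.0081 with normexp, 0.15 with row as a block and 0.20 within row 2. Under normexp never detected miRNAs fell, with a median log2 difference of -0.77 between day 12 and day 0. The normexp slopes of the cluster therefore lay on a falling baseline. Within row 1, and with detection on all arrays, too few members were detected for a test.

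The opposite comparison asked which miRNAs lost their signal. Detection was lost for 15 miRNAs, of which 11 were at least 2-fold lower by the bound against the day 12 limit. miR-199b-5p and miR-199a-3p, abundant in fibroblasts, had the largest bounds. miR-199b-5p had 24.6 ± 3.11 units on day 0 and was not detected from day 6 on, at least 11.8-fold lower on day 12. miR-199a-3p had 22.9 ± 2.98 units on day 0 and was also not detected from day 6 on, at least 7.48-fold lower. The next bounds were those of miR-486-3p (5.52-fold), miR-744-5p (4.75-fold), miR-501-3p (4.15-fold), miR-1307-5p (3.87-fold), miR-548d-5p (2.97-fold) and miR-19b-1-5p (2.89-fold).

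Among the 247 miRNAs detected on both days, the largest decrease was that of miR-7-5p, from 129.7 ± 10.8 units on day 0 to 6.96 ± 1.14 on day 12 (log2 ratio -4.22 ± 0.26). It was followed by the erythroid miR-486-5p (-3.09 ± 0.49), miR-550a-3p (-3.01 ± 0.50), miR-7-1-3p (-2.49 ± 0.52), miR-362-5p (-2.29 ± 0.30), the smooth muscle miRNA miR-145-5p (-2.16 ± 0.38), miR-301b (-2.01 ± 0.36) and miR-153 (-1.98 ± 0.46). The largest increase was that of miR-4763-3p (2.86 ± 0.30), followed by miR-4497 (2.71 ± 0.31), the hypoxia-induced miR-210 (2.70 ± 0.22), miR-4466 (2.67 ± 0.21), miR-4530 (2.56 ± 0.15), miR-6088 (2.56 ± 0.17), miR-6090 (2.47 ± 0.15) and miR-1234-5p (2.41 ± 0.16). miR-210 had 21.3 ± 2.93 units on day 0 and 138 ± 10.0 on day 12. In all, 32 miRNAs were at least 2-fold higher and 45 at least 2-fold lower on day 12. The scaling sets this split, which was 133 against 3 without scaling, 71 against 10 with the control probes, 43 against 28 after quantile normalization and 15 against 13 with normexp.

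**Figure D3:**
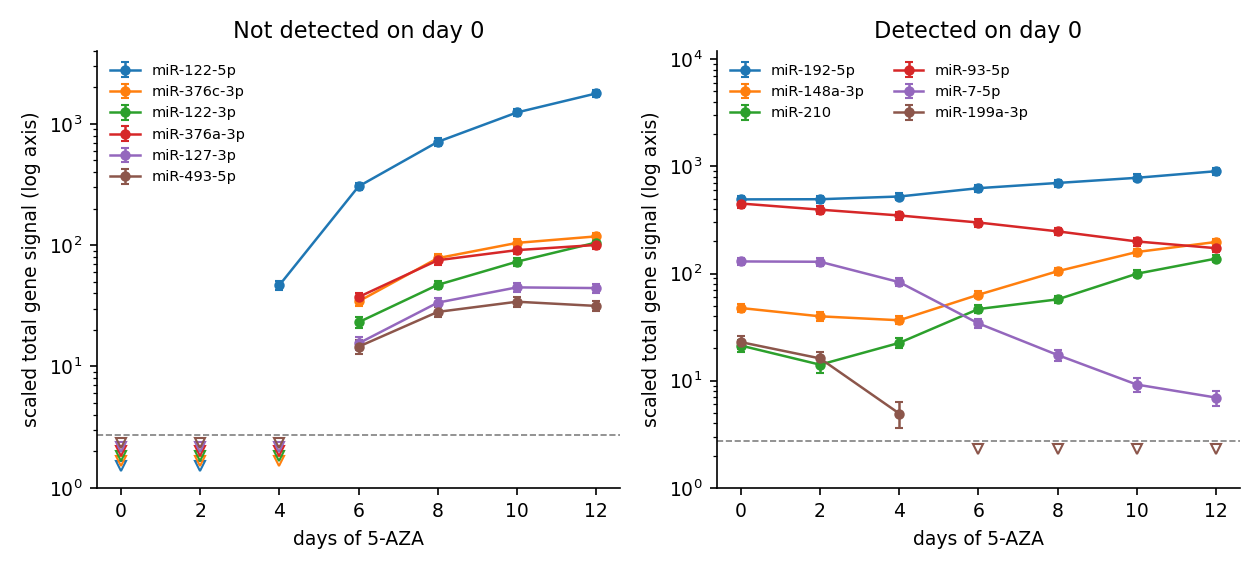
Scaled total gene signal (logarithmic y axis) against days of 5-AZA for 6 miRNAs not detected on day 0 (left) and 6 detected on day 0 (right), where points are single arrays, bars are technical errors, the dashed line is the floor of 2.74 units and open triangles are arrays on which the miRNA was not detected. miR-122-5p reached 1779 units on day 12, and miR-7-5p went from 129.7 to 6.96 units.

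The trend test asked which miRNAs changed steadily with days of 5-AZA. miR-192-5p (0.078 ± 0.0069 log2 units per day, adjusted p = 0.000338) and miR-215 (0.077 ± 0.0074, adjusted p = 0.00047), which share a seed and are enriched in liver and gut, were among the 10 rising miRNAs of smallest adjusted p. The rest of the 10 were miR-4497, miR-1234-5p, miR-1207-5p, miR-3653, miR-4665-3p, miR-1225-5p, miR-4530 and miR-141-3p, with slopes from 0.10 (miR-3653) to 0.22 (miR-4497). The falling miRNAs of smallest adjusted p were miR-93-5p (-0.12 ± 0.0051, adjusted p = 4.41e-05), miR-15b-5p, miR-378i, miR-128, miR-130b-3p, miR-378a-3p, miR-25-3p, miR-16-5p, miR-590-5p and miR-103a-3p. miR-93-5p and miR-25-3p come from 1 cluster within MCM7, and miR-15b-5p and miR-16-5p restrain cell cycle genes. Of these 10, miR-130b-3p, miR-25-3p, miR-16-5p, miR-590-5p and miR-103a-3p had positive slopes without scaling, and miR-103a-3p also with the control probes.

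Of 347 miRNAs detected on at least 3 arrays, 119 rose, 144 fell and 84 did not pass the limma test at an adjusted p of 0.05. The split of rising against falling miRNAs was 201 against 14 without scaling, 169 against 33 with the control probes, 142 against 89 after quantile normalization and 46 against 234 with normexp. It was 5 against 32 with slide row as a block, 38 against 25 within row 1 and 36 against 45 within row 2. Probe composition moved with the slopes. Of the miRNAs detected on every array, the 55 with the highest probe GC content (66.8% to 100%) had a median slope of 0.030, with 27 that rose and 9 that fell, and the 61 with the lowest (27.9% to 44.5%) had a median slope of -0.063, with 9 that rose and 44 that fell.

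Liver-enriched miRNAs rose as a group (mean slope 0.26, fry adjusted p = 0.000501, camera adjusted p = 0.0127, adjusted p = 0.354 with an estimated correlation). Of 7 tested members, 6 rose, also when adjusted over the list alone, and miR-194-3p stayed at the floor. Besides both miR-122 strands, miR-148a-3p rose (0.21 ± 0.036, adjusted p = 0.00266), from 47.7 ± 4.21 units on day 0 to 197 ± 14.2 on day 12, and miR-194-5p rose by a smaller slope (0.026 ± 0.0051, adjusted p = 0.00406). Of 6 members silent on day 0, 4 were detected on day 12, a count above that of 99.96% of random lists. The mean slope was -0.012 within row 1 and 0.18 within row 2. The fry call ended for treated against untreated (adjusted p = 0.623) and within row 1 (0.676), and the camera call ended after quantile normalization (adjusted p = 0.054), with the square root of day (0.071), for treated against untreated (0.317) and within row 1 (0.884).

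The let-7 family, which represses growth genes, rose (mean slope 0.050, fry adjusted p = 0.0106, camera adjusted p = 0.0343, adjusted p = 0.589 with an estimated correlation). Of 8 tested members, 6 rose and none fell, with the same counts adjusted over the list alone. The rise of let-7c (0.078, adjusted p = 0.00119 in the limma test), named after its value was seen, rests on the floor. It was not detected up to day 4, and its summed day 0 probe signal exceeded its day 12 signal (bound 0.725). let-7i-5p rose by 0.079 ± 0.013 per day, let-7g-5p by 0.048 ± 0.0091 and let-7f-5p by 0.028 ± 0.0073, whereas let-7a-5p did not pass the test (0.015, adjusted p = 0.0651). Within row 1 all 7 tested slopes were negative (mean -0.029) and within row 2 all 8 were positive (mean 0.070). For let-7 the fry call ended with normexp (adjusted p = 0.491), with the square root of day (0.0997), for treated against untreated (0.874), with row as a block (0.219), within row 1 (0.676) and without day 12 (0.0668), and the camera call ended after quantile normalization (adjusted p = 0.061), with detection on at least 1 array (0.0506), with the floor at the 5th percentile (0.0789), with the floor as an offset (0.0511), with the square root of day (0.171), for treated against untreated (0.778), with sums over all probes (0.0951), with row as a block (0.0518), within row 1 (0.637) and without day 12 (0.0633).

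The miR-17-92 cluster and its paralogs, which promote proliferation, fell (mean slope -0.071, fry adjusted p = 0.000164, camera adjusted p = 8.02e-05, adjusted p = 0.354 with an estimated correlation). Of 19 tested members, 18 fell, also when adjusted over the list alone. The brightest were miR-19b-3p (-0.048 ± 0.012), miR-363-3p (-0.033 ± 0.0068), miR-20b-5p (-0.056 ± 0.0059) and miR-17-5p (-0.059 ± 0.0077), whose slopes were all positive without scaling, with the control probes and after quantile normalization. Without scaling the list's mean slope was 0.025, with 15 of 19 slopes positive, and with the control probes it was -0.013. Relative to the other tested miRNAs the list was lower in both settings (camera adjusted p = 0.0339 and 0.00245, adjusted p = 0.608 and 0.562 with an estimated correlation). Its fry call ended without scaling (adjusted p = 0.239), with the control probes (0.45), for treated against untreated (0.59) and within row 1 (0.517), and the camera call ended within row 1 (adjusted p = 0.165).

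The stromal and endothelial miRNAs fell (mean slope -0.24, fry adjusted p = 0.000354, camera adjusted p = 0.178, adjusted p = 0.354 with an estimated correlation). All 3 tested members fell, also when adjusted over the list alone, namely miR-145-5p, miR-199a-3p and miR-199b-5p, and endothelial miR-126-3p was detected on days 10 and 12 alone, at 4.17 and 4.83 units. Their fry call ended for treated against untreated (adjusted p = 0.514) and within row 1 (0.439), the camera test passed without scaling (adjusted p = 1.41e-05, adjusted p = 0.046 with an estimated correlation) and with the control probes (0.00245, adjusted p = 0.197 with an estimated correlation), and without day 0, 2 or 4, with detection on all arrays and within row 2 too few members were detected for a test. The blood-cell list fell by fry (mean slope -0.072, fry adjusted p = 0.0131, camera adjusted p = 0.458, adjusted p = 0.675 with an estimated correlation), and 3 of 4 tested members fell, also over the list alone. miR-142-3p went from 703 ± 52.3 to 313 ± 23.4 units, miR-142-5p and miR-486-5p also fell, and miR-150-3p rose, with slopes that turned for miR-142-5p without scaling and for miR-150-3p with normexp. The blood-cell mean slope was 0.027 without scaling and 0.16 within row 1. For this list the fry call ended without scaling (adjusted p = 0.938), with the control probes (0.33), with the square root of day (0.208), for treated against untreated (0.888), with row as a block (0.219), within row 1 (0.439), within row 2 (0.136) and without day 12 (0.0726), and the camera test passed without scaling (adjusted p = 0.0351, adjusted p = 0.533 with an estimated correlation).

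Of the miRNAs known to be silenced by methylation in cancers, 2 of 4 tested rose, also over the list alone, namely miR-127-3p and miR-148a-3p, both shared with lists above (mean slope 0.17, fry adjusted p = 0.00418, camera adjusted p = 0.178, adjusted p = 0.354 with an estimated correlation). miR-152 (0.026, adjusted p = 0.416) and miR-34b-5p (0.0085, adjusted p = 0.395) did not pass the test. Of 18 list members silent on day 0, 1 was detected on day 12. The fry call ended with normexp (adjusted p = 0.668), with the square root of day (0.0813), for treated against untreated (0.874), with row as a block (0.13) and within row 1 (0.573), and the mean slope within row 1 was -0.059. The camera test passed within row 2 (adjusted p = 0.0399, adjusted p = 0.565 with an estimated correlation).

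The hypoxia and stress list fell by fry (mean slope -0.045, fry adjusted p = 0.0283, camera adjusted p = 0.471, adjusted p = 0.675 with an estimated correlation), and 6 of 10 tested members fell while miR-210 rose (0.27 ± 0.035, adjusted p = 0.000978), with the same counts over the list alone. miR-21-5p went from 15302 units on day 0 to 20042 on day 2 and 8866 on day 12, and miR-29a-3p and miR-29b-3p, which were highest on day 4, also fell, the slope of miR-29a-3p being positive without scaling. miR-22-3p did not pass the test (0.00097, adjusted p = 0.944). The list's mean slope was 0.048 without scaling, 0.012 with the control probes and 0.049 within row 1. There the list rose by fry (adjusted p = 0.00228) and did not pass camera (adjusted p = 0.381, adjusted p = 0.953 with an estimated correlation). For the hypoxia list the fry call ended without scaling (adjusted p = 0.0962), with the control probes (0.235), with detection on at least 1 array (0.0591), with the floor as an offset (0.0531), with the square root of day (0.0813), for treated against untreated (0.703), with row as a block (0.666), within row 2 (0.611), without day 0 (0.0724), without day 2 (0.115) and without day 10 (0.0696).

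In the miR-200 family of epithelial regulators, miR-141-3p (0.14 ± 0.016, adjusted p = 0.000625) and miR-200c-3p, named after its value was seen, rose. miR-429 fell (-0.031 ± 0.0099, adjusted p = 0.0288), and miR-200a-3p (-0.0043, adjusted p = 0.713) and miR-200b-3p (-0.016, adjusted p = 0.0966) did not pass, with the same counts over the list alone. The list was called up by fry (mean slope 0.032, fry adjusted p = 0.0283, camera adjusted p = 0.547, adjusted p = 0.675 with an estimated correlation) although its median slope was -0.0043. All 5 slopes were positive without scaling and with the control probes, and the list turned down with normexp (fry adjusted p = 0.0404). For miR-200 the fry call ended for treated against untreated (adjusted p = 0.623), with row as a block (0.106), within row 1 (0.627), within row 2 (0.146), without day 4 (0.0521) and without day 12 (0.221).

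In the p53-regulated list, 4 of 10 tested members rose and 3 fell, also over the list alone, and the list did not pass either test (mean slope 0.0035, fry adjusted p = 0.0939, camera adjusted p = 0.542, adjusted p = 0.675 with an estimated correlation). miR-34a-5p, a principal p53 target, was at 685 ± 50.0 units on day 0 and 683 ± 49.8 on day 12 (slope -0.0032, adjusted p = 0.564), and miR-107 fell (-0.036 ± 0.0042, adjusted p = 0.000675), with a positive slope without scaling and with the control probes. The list rose by fry without scaling (adjusted p = 0.00135), with the control probes (0.0015), after quantile normalization (0.0324), with the floor as an offset (0.0409), without day 0 (0.0114) and without day 4 (0.0465).

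Among other imprinted miRNAs, both strands of miR-483, which lies within IGF2, rose. miR-483-3p went from 7.78 ± 1.91 units on day 0 to 23.8 ± 2.41 on day 12 (0.16 ± 0.043 per day, adjusted p = 0.0154) and miR-483-5p from 7.11 ± 1.89 to 21.2 ± 2.00 (0.19 ± 0.050, adjusted p = 0.0125), with negative slopes under normexp. Never detected miRNAs also fell under normexp (median log2 difference -0.77 between day 12 and day 0). The slope of miR-483-3p did not pass without day 12 (adjusted p = 0.0858) or with row as a block (0.214), nor did the slope of miR-483-5p (0.0507 and 0.498). miR-335-5p fell (-0.044 ± 0.013, adjusted p = 0.0181), with a positive slope without scaling and with the control probes, and miR-335-3p lost detection without passing the test (-0.020, adjusted p = 0.141). The list, with 2 of 5 tested members rising and 1 falling, also over the list alone, passed neither test (mean slope 0.057, fry adjusted p = 0.642, camera adjusted p = 0.7, adjusted p = 0.742 with an estimated correlation). It rose by fry without scaling (adjusted p = 0.00199), with the control probes (0.0018), after quantile normalization (0.0324), with the floor at the 5th percentile (0.0355) and without day 0 (0.00555), and fell with normexp (0.0227).

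**Figure D4:**
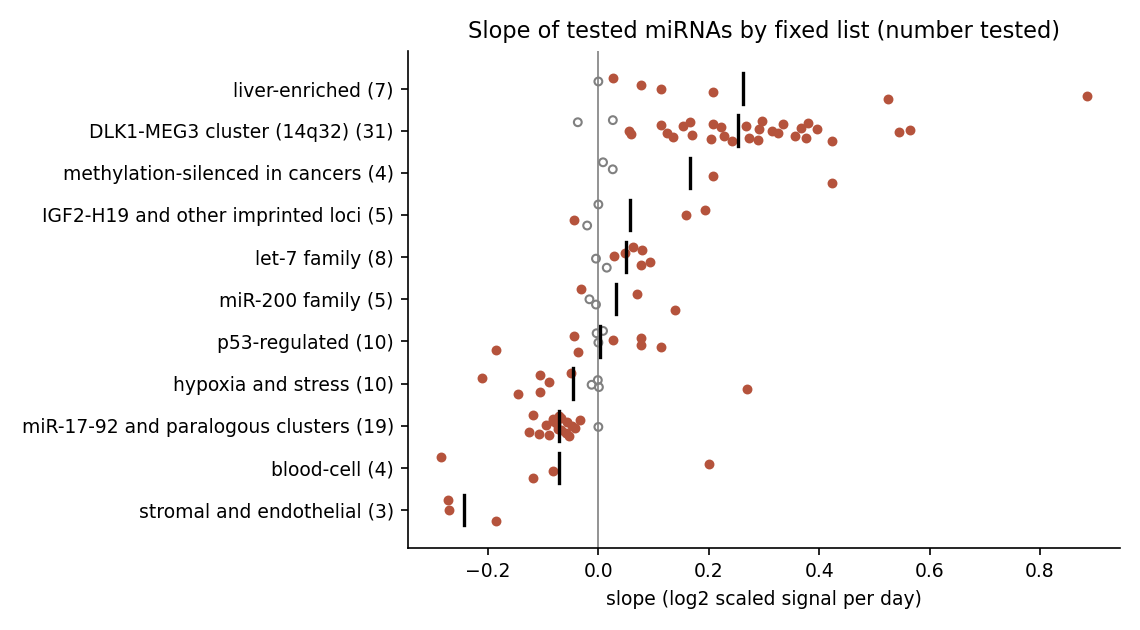
Each point is the slope (log2 scaled signal per day) of 1 tested miRNA in each list with at least 3 tested members, where filled points passed an adjusted p of 0.05, open points did not, black bars are list means and the number tested follows each name. The DLK1-MEG3 cluster has 29 of 31 members rising and the miR-17-92 list 18 of 19 falling, the latter with a positive mean slope without scaling.

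Of the 45 placental miRNAs of C19MC, all silent on day 0, 4 were detected on day 12, namely miR-517a-3p (7.97 units), miR-512-3p (7.19), miR-517c-3p (3.39) and miR-1323 (3.00), a count above that of 60.9% of random lists. With detection required on day 10 too, the count was 1, above that of 6.97% of random lists. Of 7 members of the miR-371-373 cluster, 3 gained detection, above 99.1% of random lists, and 2 with detection required on day 10 too, above 94.6%. miR-371a-5p rose to 11.5 ± 1.07 units (0.18 ± 0.026 per day, adjusted p = 0.00161, at least 1.71-fold higher on day 12), with a negative slope under normexp. miR-371b-5p and miR-373-5p reached 6.85 ± 1.36 and 3.88 ± 0.979. Of 26 silent miRNAs of the Xq27.3 clusters, 1 was gained, miR-513a-5p at 3.57 ± 0.968. There miR-892b, with 5.58 ± 1.30 units on day 0 and 6.91 ± 0.966 on day 12, did not pass the trend test (adjusted p = 0.283), and miR-513b was detected on day 6 alone. No member of the pluripotency cluster of miR-302 and miR-367 (12 miRNAs), of the Xq28 cluster of miR-105 and miR-767 (4) or of the muscle list (6) was detected on any array, and of 8 neural miRNAs miR-128 alone was, which fell. With detection on at least 1 array 3 of these lists had enough members for a test. The miR-371-373 list rose by fry (mean slope 0.095, fry adjusted p = 0.00189, camera adjusted p = 0.26, adjusted p = 0.485 with an estimated correlation). C19MC (fry adjusted p = 0.124) and the Xq27.3 clusters (0.68) did not pass.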

Values the study reported

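The study reported 1744 miRNAs as silenced in control HepG2 cells and 122 of them as re-expressed by more than 2-fold after 5-AZA. The day 0 level behind this fold was not stated. It counted 6 miRNAs of the DLK1-MEG3 locus among the 15 rescued miRNAs with the highest level after 12 days. By RT-qPCR, with miRNA levels relative to RNU6B, it also described lower levels of IGF2 and of both miR-483 strands in tumor cells exposed to 5-AZA. In HepG2 cells treated with 5-AZA, it measured lower methylation of the MEG3 differentially regulated region by bisulfite restriction analysis. By RT-qPCR, it described MEG3 and both miR-493 strands as markedly re-expressed in HepG2 cells after 5-AZA. Knockdown of DNMT1, a DNA methyltransferase, was described as also reversing the silencing of MEG3 and both miR-493 strands. RT-qPCR on the samples used for the arrays detected miR-493-5p after 5-AZA and not in control cells. The study described that time course as representative of independent experiments.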

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

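The test of slide row on the DLK1-MEG3 cluster, the dimming of day 12 with its counts and the probe signals below the detection call were chosen after the results had been seen. The other tests of this part were chosen before.

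Probe signals of miRNAs that were not called detected entered no comparison apart from the bounds of gains and losses and the alternatives with normexp and with sums over all probes. DLK1-MEG3 members that gained detection by day 12 were set against the 99th percentile of the 1614 miRNAs never detected. Of the members still undetected, 0 of 34 lay above that level on day 0, 2 of 34 on day 2, 2 of 32 on day 4 and 6 of 14 on day 6.

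More miRNAs gained detection than lost it (122 against 15). Day 12 was the brightest array. Its signals were dimmed by a factor of 2.82, to the day 0 75th percentile of miRNAs detected on all arrays, and set against the errors of day 0. This left 61 gained miRNAs over the limit, against 49 lost under the same dimming. An earlier form of the comparison, with the 15 lost at full brightness, was wrong because dimming also adds losses. The excess of gains over losses was small after this dimming. The control probes differed by less (geometric mean 8986 on day 0 and 14280 on day 12). Both differences hold the factor of 1.38 in spot area, which is a software setting. At the spot area of the other arrays, the summed signal was 139457 on day 0 and 167445 on day 12, so the dimming may exceed the difference in array brightness. The test therefore cannot decide, and brightness stays open as the cause of the excess. An effect of 5-AZA on transcription may add to it but was not tested apart from time in culture.

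DLK1-MEG3 miRNAs other than miR-494 were silent on days 0 and 2 and detected mostly from day 6, where the arrays change slide row. Within row 2 the median log2 ratio of day 12 to day 6 was 1.36 (interquartile range 0.59). The ratio was positive in all 20 members that were silent on days 0 and 2 and detected on days 6 and 12. This argues against a step at the change of row as the whole cause. The slide column rose with day within each row, so an effect of position along the row cannot be told apart from day. miR-494, detected on every array, is not among these 20 members and went from 432 units on day 6 to 265 on day 12. Slopes rose with probe GC content, but the tested members had a lower median GC content than the other tested miRNAs (48.5% against 54.8%). After removal of that trend, the members' mean slope exceeded that of the other miRNAs by 0.28 ± 0.028 (standard error), against 0.25 before. This standard error takes the members as independent, although their estimated correlation was 0.465, so it is too small. The direction of the GC difference argues against that trend as the whole cause. The size of the step between day 4 and day 6 is confounded with the row and stays open. Demethylation of the locus by 5-AZA may account for the onset, as a hypothesis, since the series holds no array of untreated cells on day 12. Methylation was not measured on these arrays, and the methylation result quoted above came from another assay.

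GC-rich miRNAs rose in the same time course. Across the 242 miRNAs detected on all arrays, which are not independent replicates, slope and probe GC content had a Spearman rho of 0.400. This rho restates the pattern and cannot tell its cause, since a technical trend and a biological rise of GC-rich miRNAs would both give it. A step at the change of row was tested within rows, where the smaller rho was 0.240 (0.240 in row 1 and 0.324 in row 2), which argues against the step as the whole cause. A labelling or hybridization drift with GC may underlie the rise of GC-rich miRNAs such as miR-4497 and miR-1234-5p, but it was not tested apart from a biological cause.

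For the trend test, 1 of 100 orders of the arrays, the real one, gave as many as 263 calls (rising and falling). The others gave at most 243. This argues against a chance order, within the orders drawn, which were a sample that held the real one. It cannot tell an effect of treatment from any other steady change with day. The 5 other orders with over 100 calls were all close to the real one (absolute rank correlation of at least 0.821). A smooth drift over the harvests would give the same result as 5-AZA.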

How the results depend on the processing

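Slide row as a block, each slide row alone, the control probes, sums over all probes and the dimming of day 12 were chosen after the results had been seen, as were, for the lists, all alternatives but no scaling, quantile normalization, detection on at least 1 array and leaving out arrays. The other alternatives were chosen before. No paired analysis was possible because each time point has 1 array. A limit of 3 times the error and the deposited log2 matrix say nothing on the stability of the detection counts (1744 miRNAs not detected on day 0, 122 gained, 15 lost), since the software applies that limit to each probe and the matrix holds the same signals. Signals above the common floor gave 1745, 114 and 16, and 98 gained miRNAs were also detected on day 10. Most gained miRNAs were dim, which limits what their folds can show. The gained count was 65 with a 2-fold bound and 61 with day 12 dimmed, where fewer signals pass by construction, and the lost count 49 with day 12 dimmed.

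Of miRNAs detected on both days, the counts at least 2-fold higher and lower were 133 and 3 without scaling, with the deposited matrix and with the 75th percentile over all miRNAs (the placeholder on every array, so no scaling), 71 and 10 with the control probes, 43 and 28 after quantile normalization and 15 and 13 with normexp, whose offset shrinks folds of dim miRNAs. A 1.8-fold threshold gave 39 and 63, and sums over all probes 31 and 47.

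Rising and falling miRNAs numbered 201 and 14 without scaling and with the 75th percentile over all miRNAs, 169 and 33 with the control probes, 142 and 89 after quantile normalization and 46 and 234 with normexp, under which the median log2 difference of never detected miRNAs between day 12 and day 0 was -0.77. They numbered 50 and 133 among miRNAs detected on all 7 arrays, where fewer were tested, 7 and 3 for treated against untreated, which rests on 1 untreated array, 5 and 32 with slide row as a block (all 37 shared with the main calls; day and row have r = 0.866), 38 and 25 within row 1 and 36 and 45 within row 2, with 3 and 4 arrays. The other filters, floors, time scales, sums and Spearman's rho gave 102 to 131 and 129 to 152. Leaving out each array gave 101 to 121 rising and 124 to 142 falling.

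Of 11 lists, 4 passed camera and 9 fry in the main setting. The camera counts of this paragraph use the preset correlation. With an estimated correlation no list passed camera in the main setting (lowest adjusted p = 0.354). In the other settings the stromal and endothelial list alone passed it, without scaling and with the 75th percentile over all miRNAs (camera adjusted p = 0.046). The numbers past camera and fry were 6 and 8 without scaling and with the 75th percentile over all miRNAs, 5 and 8 with the control probes, 2 and 11 after quantile normalization, 4 and 7 with normexp, 3 and 9 with detection on at least 1 array (14 lists), 3 and 7 with detection on all arrays (8 lists), 3 and 10 with the floor at the 5th percentile, 3 and 9 with the floor as an offset, 3 and 9 with sums over all probes, 2 and 5 with the square root of day, 2 and 0 for treated against untreated, 3 and 3 with row as a block, and 0 and 1 within row 1 and 5 and 4 within row 2 (10 lists each). Leaving out each array gave 3 to 4 past camera and 6 to 9 past fry. For DLK1-MEG3 the fry adjusted p was 0.623 for treated against untreated, 0.145 with row as a block and 0.136 within row 2, and 0.00559 to 0.0195 with each array left out.

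List directions turned in these settings (adjusted p in brackets). Without scaling fry turned for hypoxia (0.0962) and miR-17-92 (0.239). With the control probes fry turned for hypoxia (0.235). With normexp fry turned for DLK1-MEG3 (0.961), imprinted (0.0227), miR-200 (0.0404) and p53 (0.674) and camera for hypoxia (0.985) and imprinted (0.799). With the square root of day fry turned for imprinted (0.566). For treated against untreated fry turned for imprinted (0.272) and camera for imprinted (0.778). With sums over all probes fry turned for imprinted (0.500). With row as a block fry turned for imprinted (0.916) and camera for hypoxia (0.983). Within row 1 fry turned for blood-cell (0.439), hypoxia (0.00228), imprinted (0.676), let-7 (0.676), liver-enriched (0.676), methylation-silenced (0.573) and p53 (0.952) and camera for blood-cell (0.545), hypoxia (0.381), imprinted (0.545), let-7 (0.637) and methylation-silenced (0.637). Within row 2 fry turned for hypoxia (0.611). With each array left out, the imprinted list turned without day 12, with a fry adjusted p in a range of 0.00555 to 0.938.

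Slopes of named miRNAs (log2 units per day) changed sign as follows. Without scaling, and with the 75th percentile over all miRNAs, they were miR-130b-3p 0.016, miR-25-3p 0.022, miR-16-5p 0.023, miR-103a-3p 0.045, miR-590-5p 0.010, miR-494 0.068, miR-335-5p 0.060, miR-142-5p 0.022, miR-29a-3p 0.015, miR-19b-3p 0.056, miR-363-3p 0.072, miR-20b-5p 0.049, miR-17-5p 0.045, miR-200b-3p 0.089, miR-200a-3p 0.10, miR-429 0.074, miR-34a-5p 0.10 and miR-107 0.069. With the control probes they were miR-103a-3p 0.0055, miR-494 0.028, miR-335-5p 0.021, miR-19b-3p 0.017, miR-363-3p 0.033, miR-20b-5p 0.0096, miR-17-5p 0.0062, miR-200b-3p 0.049, miR-200a-3p 0.061, miR-429 0.035, miR-34a-5p 0.062 and miR-107 0.030. After quantile normalization they were miR-19b-1-5p 0.00086, miR-19b-3p 0.0057, miR-363-3p 0.020, miR-20b-5p 0.014, miR-17-5p 0.018, miR-200a-3p 0.013 and miR-34a-5p 0.021. With normexp they were miR-483-3p -0.011, miR-483-5p -0.017, miR-513a-5p -0.056, miR-150-3p -0.026, miR-34b-5p -0.016, miR-152 -0.040, miR-371a-5p -0.039 and miR-34a-5p 0.0086. For treated against untreated the log2 differences were miR-494 0.039, miR-22-3p -0.12, let-7a-5p -0.0091, miR-152 -0.27 and miR-200a-3p 0.044. With row as a block they were miR-892b 0.15, miR-513a-5p -0.085, miR-200b-3p 0.011, miR-200a-3p 0.0045 and miR-34a-5p 0.0029. Sums over all probes gave miR-513a-5p -0.031, the square root of day (per unit of that scale) miR-22-3p -0.016 and the rank correlation with day miR-22-3p -0.071. Leaving out each array gave a slope of miR-513a-5p of -0.017 to 0.031, a slope of miR-22-3p of -0.018 to 0.012, a slope of miR-152 of -0.0087 to 0.065, a slope of miR-200a-3p of -0.011 to 0.00029. A scaling by 1 factor per array shifts the slopes of all miRNAs above the floor on every array together. With normexp, slopes of dim miRNAs lie on a falling baseline, as the never detected miRNAs above show. For the other changes in this part the cause was not tested.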

Other observations

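The miRNA clusters of this part and their tests were chosen after the results had been seen. In an X chromosome cluster between 49767818 and 49779278 (GRCh37), 4 of 5 tested members fell (miR-362-3p, miR-502-3p, miR-532-3p and miR-660-5p), and detection was lost for miR-501-3p and miR-502-3p. miR-188-5p gained detection (8.91 ± 1.42 units on day 12) without passing the trend test (slope 0.098, adjusted p = 0.148). The median slope was -0.14 log2 units per day, and 4 of 5 slopes were negative also without scaling (median -0.043), with the control probes (-0.082) and after quantile normalization (-0.12). It was 1 of 6 clusters with at least 4 tested members within gaps of 50 kb.

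The polycistron of miR-17-92 on chromosome 13 (92002915 to 92003600) had 6 of 6 tested members falling, with 3 of 6 slopes negative without scaling, and miR-19b-1-5p lost detection. Its X chromosome paralog (133303417 to 133304298) had 6 of 7 falling, with none negative without scaling, and miR-19b-2-5p gained detection (1.51 units, under the floor of the trend test).

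Of the 122 gained miRNAs, 26 (21.3%) already had a summed probe signal on day 0 above the 99th percentile of the never detected miRNAs (5.47 scaled units). The corresponding count for gained DLK1-MEG3 members was 0 of 34.

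The count of gained miRNAs that were at least 2-fold higher by the lower bound was 65. That is lower than the count quoted from the study above. The bound is not the same measure, since its day 0 level is the lowest detected signal of that array or, where larger, the signal of the miRNA's own probes. Against the placeholder of 0.1 the count of gained miRNAs more than 2-fold higher would be 122.

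Both strands of miR-483 rose on these arrays, with slopes of 0.16 (miR-483-3p) and 0.19 (miR-483-5p). Their slopes were negative under normexp, where never detected miRNAs fell too, and neither passed without day 12 or with row as a block. The rise is opposite to the direction quoted from the study above, which came from another assay with another reference, so that the values are not directly comparable.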
